A study of Mus musculus with 82 samples. Its data were reported in "Sequential and directional insulation by conserved CTCF sites underlies the Hox timer in stembryos" (2023).

How the data were processed

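The series covers chromatin immunoprecipitation of mouse stembryos, also called gastruloids, which are aggregates of mouse embryonic stem cells that elongate after a pulse of a Wnt agonist. H3K27ac, H3K27me3, CDX2 and elongating RNA polymerase II (pSer2 PolII) were assayed by ChIP-seq. CTCF, RAD21, NIPBL and total PolII were assayed by ChIPmentation, in which the Tn5 transposase adds the sequencing adapters on the beads. Of the 82 samples, 80 peak lists were used, because the authors merged the 3 pSer2 PolII samples taken at 144 h into 1 list.

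According to the submitters' processing notes and the methods of the study, reads were trimmed with cutadapt 1.16, mapped to the mouse genome (mm10) with Bowtie2 2.3.4.1, filtered with SAMtools 1.8 for properly paired, confidently mapped fragments, and peaks were called on each library on its own with MACS2 2.1.1.20160309 and no input control. The CTCF reads of the Ins(2xCBS-d4d8) line were mapped to a chromosome 2 edited to hold the insertion. For each peak the deposited lists give a fold enrichment, which is the ratio of fragment pileup to local background, the −log10 p-value, the −log10 q-value, a score derived from the q-value, and the offset of the summit. These values are the authors' own. As deposited, they were used to describe, rank or filter peaks within their own list, never to compare heights between lists. Pileup shares within a library and the background, both derived from these values, were compared between libraries. Lists were compared by the presence of a region, by overlap of at least 1 base and by covered length. Several peaks can share one region, with one summit each, and such peaks were merged into 1 region before counting. Only the 21 assembled chromosomes were used, and regions on unplaced contigs and on the mitochondrial genome were left out of every comparison.

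The read depth is not given in peak lists. The number of fragments over each summit (pileup) and the background were therefore solved from the deposited fold enrichment and −log10 p-value, with whole-number pileups accepted within 0.001. This recovered a pileup for at least 99.4% of the peaks tried in each list. The lowest background of a list, in fragments per base, stands for its depth. Shares of pileup carry 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only, since fragments amplified by PCR are not independent molecules. A region absent from a list was below the calling threshold, which follows both the depth and the local background. Only 0.834 to 2.45% of peaks in H3K27me3 lists had the lowest background of their list, and 3.58 to 14.7% in H3K27ac lists. Low coverage therefore need not mean low signal. Covered shares record where regions were called, not their height.

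Genes and their windows came from GENCODE vM21 on the matching GRCm38 sequence. A gene window is the coding span of a protein-coding gene extended by 1 kb on each side (alternative, 5 kb), which avoids the long overlapping transcripts of HoxD, and the value of a gene is the percent of its window covered by called regions. Within HoxD 3 segments were measured: anterior (Hoxd4 to Hoxd1), central (Hoxd9 and Hoxd8) and posterior (Hoxd13 to Hoxd10). The flanking centromeric and telomeric domains end at Atp5g3 and Hnrnpa3. The segments leave gaps from 74695365 to 74697056 and from 74707809 to 74726279 on chromosome 2. The longer gap holds the CTCF site CBS1 and the starts of Hoxd3 and Hoxd4, and its coverage entered no segment. Onset was the first stage at which a gene was covered over at least 50% of its window and at every later stage (alternatives, 25% and 75%). The promoter of a gene was the region within 1 kb of a transcription start (alternative, 2.5 kb). A promoter counted as gained when it had no H3K27ac region at 48 h and one in all 3 libraries at 120 h, and as lost when it had one at 48 h and none in any of the 3. The switch hour is the first stage, in the unnumbered libraries, of the new state kept through 120 h.

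A CTCF matrix was learnt on 1500 sites bound in both wt lists and tested on 1500 others, with 60 bp around the summit searched and positions 1000 bp away as background. In HoxD the whole region of a site and 100 bp on each side were searched. CDX2 motifs were searched within 50 bp of each summit, with background positions 500 bp away. RAD21 at a CTCF site was measured as a pileup share, the site's pileup divided by the sum of its own and that of CBS1 in the same library. The null distribution used pairs of CTCF sites elsewhere, up to 100 kb apart and starting at a share between 5% and 30%. Overlaps were compared with the same regions shifted by 100 kb.

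Time courses were tested with Spearman's rho and Pearson's r over stage means, with exact two-sided permutation p-values, Benjamini-Hochberg adjustment within each family and a second r without the 2 stages farthest from the median stage. Where the labels distinguish library batches by the tag under which the cells are named (cell_type or cell_line), values were also computed within each tag. A mutant gene was counted as different when every mutant library lay at least 25 percentage points above, or every one below, every wt library (alternatives, 10 and 50), which needs no variance estimate. With 2 libraries against 2 the smallest exact two-sided p is 0.333, and with 2 against 3 it is 0.1, so this test cannot reach the 0.05 threshold in either design. The study states in general that at least 2 biological replicates were made for quantification, but the labels do not state which libraries came from separate cultures, so a p-value is read as the spread between these samples.

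Groups, tests, gene lists, named genes and the alternatives to be tried were fixed before the data were examined. All 9 Hoxd genes and Evx2 were set to be named, but not every passage gives a value for each of them. Lnpk, Mtx2, Atp5g3 and Hnrnpa3 were named as landmarks. Of the other Hox genes, the first and last of each cluster to reach onset were named. In each gene list up to 4 gained and 4 lost genes were named, earliest switch first and then by alphabet, and in the comparisons over 21829 genes the 4 with the largest gap in each direction. The 16 lists were naive pluripotency, formative epiblast, Wnt targets, primitive streak, axial progenitors, presomitic mesoderm, somite, neural, endoderm, cardiac and vascular, germ cell, trophoblast, housekeeping, and Hox genes of groups 1-4, 5-9 and 10-13. Because the promoter series has 1 library at most stages, each list was set against 10000 random lists of the same size drawn from genes with a region in at least 1 wt library, and a percentile of at least 97.5 counted as past the threshold, with no correction across lists. The pileup shares of RAD21, the expectation for independently placed marks, the onset at any coverage and the overlap of CDX2 with RAD21 were added after the data were examined.

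Alternatives were a stricter −log10 q of 5, equal list length within each assay, summits within 200 bp in place of any overlap, the window and onset settings given above, a single label tag, added or left-out libraries, and a replicate block. The steps were tested on simulated data, in which known pileups, correlations, covered lengths and raised genes were recovered. Computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.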

Results

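Chromatin was profiled in mouse stembryos from 48 h to 168 h after aggregation, while the Hox genes of the trunk and tail are switched on. The 80 peak lists comprised 21 for H3K27ac, 19 for RAD21, 8 each for CTCF, H3K27me3, NIPBL and PolII, 5 for pSer2 PolII and 3 for CDX2. H3K27ac marks active promoters and enhancers, and H3K27me3 marks chromatin repressed by Polycomb. RAD21 is a subunit of cohesin, the ring that extrudes chromatin loops, NIPBL loads cohesin, and CTCF is the zinc-finger protein at which loop extrusion stalls. PolII reports RNA polymerase II, pSer2 PolII its elongating form, and CDX2 is a homeodomain factor of the posterior embryo. Wild-type (wt) stembryos gave 61 lists. Lines lacking CTCF sites of HoxD gave 7 lists for Del(CBS1), 5 for Del(CBS1-2), 4 for Del(CBS1-5), and 1 each for Del(CBS2) and Del(CBS4). A line with CTCF sites inserted near CBS1, Ins(2xCBS-d4d8), gave 1 list. Most stages of an assay had 1 library and thus no replicates. The lists held 147 to 71196 regions, covered 0.0514 to 40.6 Mb and had a background of 1.12 to 7.21 fragments per base. H3K27ac lists held 24002 to 67663 regions, RAD21 lists 31823 to 71196, CTCF lists 25762 to 64255 and H3K27me3 lists 7212 to 11469. NIPBL lists held 4888 to 40490 regions, PolII lists 12304 to 20672, pSer2 PolII lists 3987 to 24177 and CDX2 lists 147 to 4501.

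The first question was where CTCF sits in HoxD. CTCF occupied 9 sites between Evx2 and Hoxd1 on chromosome 2 (mm10) in both wt lists, taken at 72 h and 168 h, among 48786 sites shared by these lists genome-wide. CBS1 (74715579 to 74716408) lay in an intron of the long Hoxd3 and Hoxd4 transcripts, between Hoxd8 and the Hoxd4 coding exons. CBS2 (74702166 to 74702717) was intergenic, between Hoxd9 and Hoxd8. CBS3 (74693877 to 74694573) lay over a coding exon of Hoxd10, CBS4 (74691529 to 74691928) just upstream of Hoxd10 in an intron of the transcript Gm28309, and CBS5 (74686069 to 74687058) over an exon of Hoxd11. CBS6 (74672831 to 74673738) was intergenic between Hoxd13 and Hoxd12, CBS7 (74663268 to 74663971) and CBS8 (74661444 to 74662258) were intergenic between Evx2 and Hoxd13, and CBS9 (74654536 to 74656258) covered the end of the Evx2 coding span and part of the 3′ untranslated region. Within the 72 h list CBS6 had the highest fold enrichment of the 9 (13.5) and CBS8 the lowest (6.69). Within the 168 h list CBS1 had the highest (13.4) and CBS4 the lowest (4.39).

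The orientation of the CTCF motif, which sets the side from which a loop is stopped, divided the cluster. A motif matrix learnt on 1500 sites found a match at 94.8% of 1500 other sites (95% exact binomial interval 93.6 to 95.9) and at 4.6% of positions 1000 bp away (3.60 to 5.79). On the plus strand, CBS1 carried CCAGGAGGAGGCGC (74715921 to 74715934), CBS2 carried CCACTAGAGAGCGC (74702395 to 74702408) and CBS5 carried CCACACGAGGGCGC (74686480 to 74686493). On the minus strand, CBS6 carried CCAGGAGATGGCGA (74673176 to 74673189) and the strongest match of CBS9 was CCGCTAGGGGGCGC (74655525 to 74655538). CBS8 had 2 matches on the minus strand, ACAGATGGGGGCGC (74661999 to 74662012) near its summit and GCAGTTGGGGGCGC (74661777 to 74661790), and a weaker one on the plus strand outside its region. CBS3 had 1 match on each strand, and CBS9 had 1 further match on each strand. No match at CBS4 or CBS7 reached the threshold score of 8.02.

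**Figure D1:**
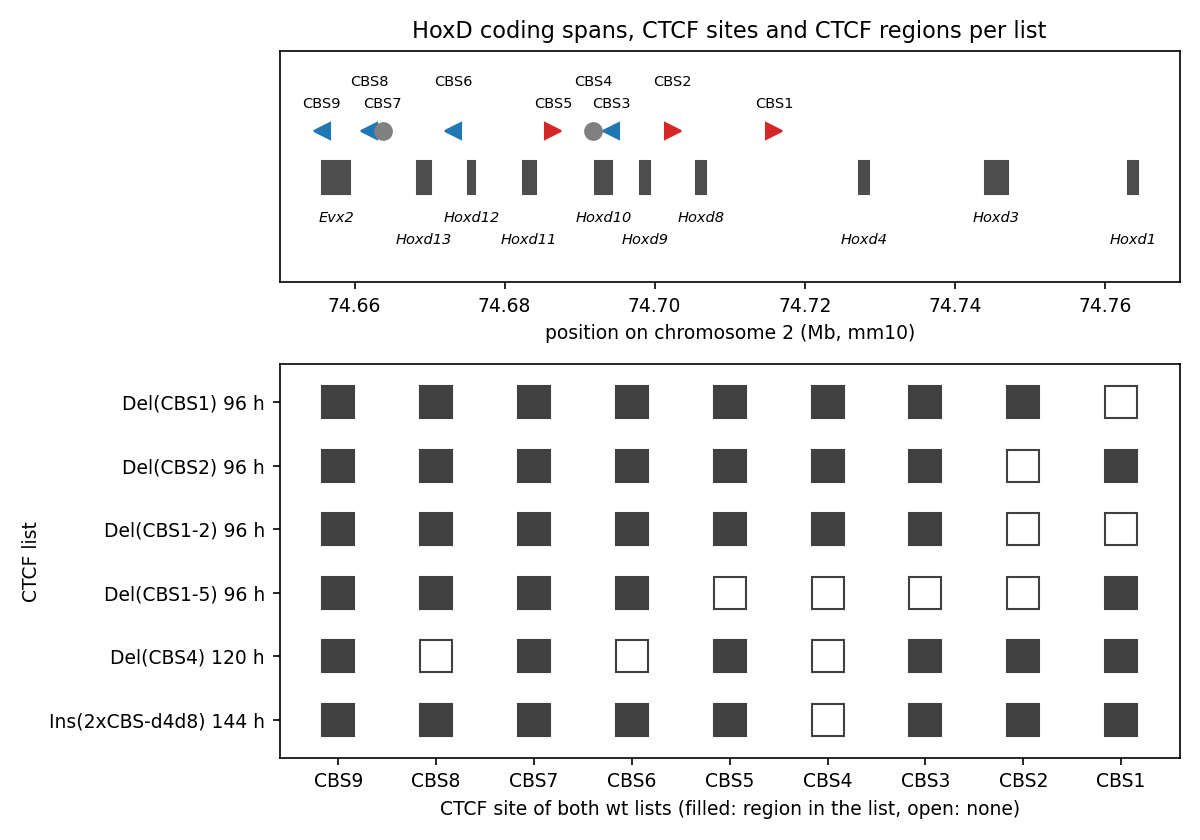
The upper panel maps the coding spans of Evx2 and the 9 Hoxd genes (grey bars) against position on chromosome 2 in Mb, with CTCF sites as red triangles for a plus-strand motif, blue triangles for a minus-strand motif (the match nearest the summit where there are several) and grey circles where no match passed the threshold. The lower panel shows for 6 CTCF lists of mutants (rows) and the 9 sites (columns) whether a region was called (filled) or not (open): Del(CBS1) lacks only CBS1, and Del(CBS1-5) keeps a region over CBS1 but none over CBS2, CBS3, CBS4 and CBS5.

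The time courses ask in what order the parts of HoxD become active after the Wnt pulse. H3K27ac spread over the central segment, which holds Hoxd9 and Hoxd8, as stembryos aged. No region was called there at 48 h, 13.8% of the segment was covered at 96 h, 25.9% at 120 h and 48.0% at 168 h. Hoxd9, a gene of the trunk (coding span 74698056 to 74699418), was covered over 15.4% of its window at 72 h, 46.8% at 108 h and 88.9% at 168 h. Hoxd8 was covered over 15.5% of its window at 72 h, 6.10% at 84 h, 5.30% at 96 h, 0% at 108 h, 31.6% at 120 h and 37.6% at 168 h. The anterior segment from Hoxd4 to Hoxd1 was covered over 0.864% at 48 h, 12.4% at 72 h, 20.0% at 96 h, 8.69% at 144 h and 17.6% at 168 h. In the posterior segment from Hoxd13 to Hoxd10, coverage was 4.78% at 72 h, 0% at 120 h and 144 h, and 8.53% at 168 h. Hoxd13, the gene of the tail tip and genital bud, was covered over 23.0% of its window at 72 h and 22.2% at 168 h, with no region from 96 h to 144 h, and Hoxd12 had no region at any of the 9 stages.

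Among 16 relations with time, 12 for covered shares of segments and 4 for the flanking domains, the rise of the central segment had the largest rho: it was 0.967 (exact permutation test, two-sided, p = 0.000165, adjusted 0.00265) and r was 0.966 (adjusted p = 0.000882), or 0.941 without the 48 h and 168 h stages. For the anterior segment rho was 0.2 (exact p = 0.613, adjusted 0.654) and r 0.455 (exact p = 0.218), or -0.418 without these stages, so no trend was detected. The stretch between the anterior and central segments, upstream of the Hoxd4 window, was not part of this test. For the posterior segment rho was -0.234 (exact p = 0.540, adjusted 0.617) and r 0.203 (exact p = 0.606), or -0.830 without them. The numbered wt libraries gave 8.03% and 7.59% for the central segment at 96 h and 27.1% and 16.1% at 120 h, a spread that the line through single libraries does not show.

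**Figure D2:**
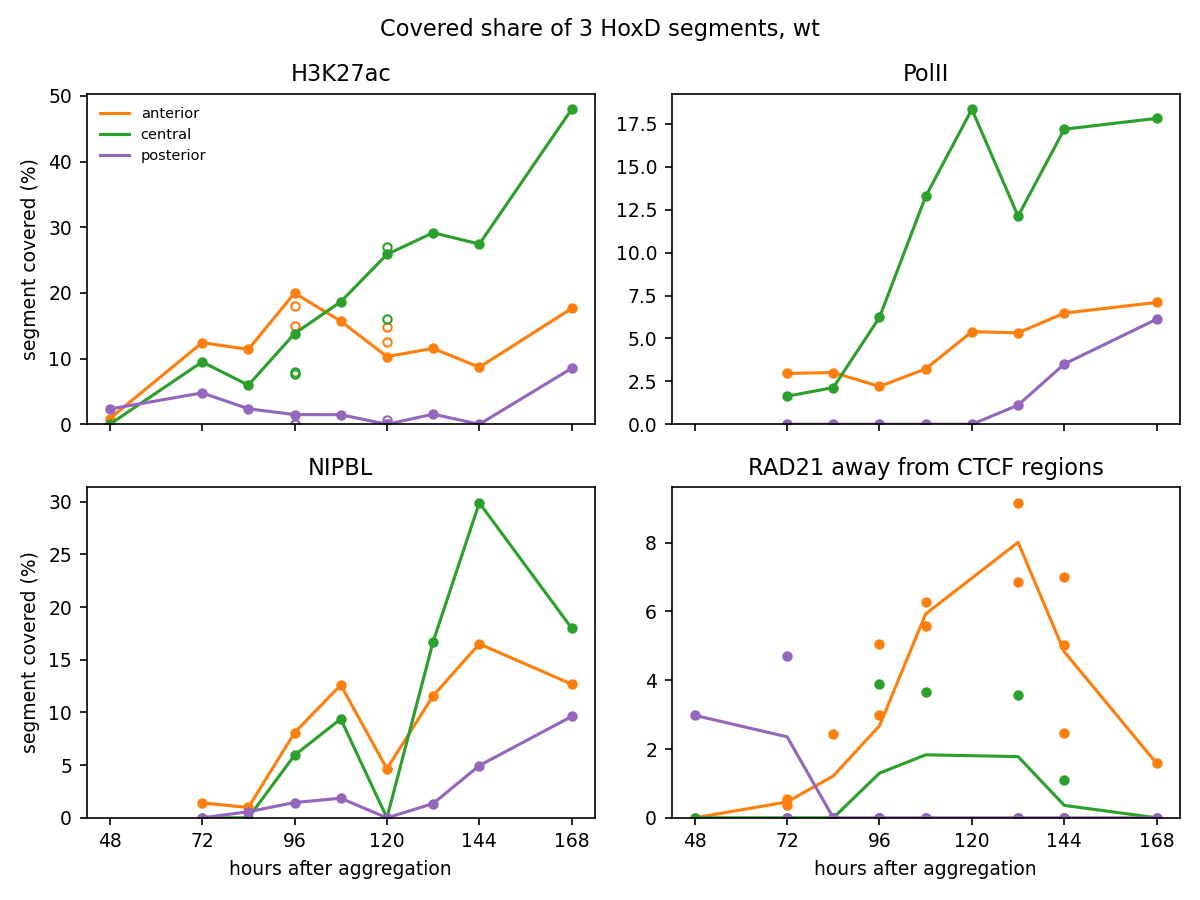
Percent of the anterior, central and posterior HoxD segments covered by called regions (y axis) against hours after aggregation (x axis) in wt, for H3K27ac, PolII, NIPBL and RAD21 away from CTCF regions, where filled points are libraries, lines join single libraries or stage means, and open points are the numbered H3K27ac libraries left out of the line; the y scales differ between panels. H3K27ac over the central segment climbs from 0% at 48 h to 48.0% at 168 h, and PolII appears in the posterior segment only from 132 h.

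PolII lay in the anterior and central segments from 72 h and in the posterior segment from 132 h. In the anterior segment its coverage rose from 2.96% at 72 h to 7.10% at 168 h (rho 0.905, exact p = 0.00456, adjusted 0.0317; r 0.919, adjusted p = 0.0143, or 0.915 without 72 h and 168 h). In the posterior segment no PolII region was called from 72 h to 120 h, and coverage then rose to 1.12% at 132 h, 3.51% at 144 h and 6.12% at 168 h (rho 0.873, exact p = 0.00595, adjusted 0.0317; r 0.858, adjusted p = 0.0159, or 0.790 without these stages). With peaks of a −log10 q of at least 5 the posterior relation no longer passed (rho 0.764, adjusted p = 0.0952). The central segment went from 1.64% at 72 h to 18.4% at 120 h and 17.8% at 168 h, with rho 0.810 (exact p = 0.0218, adjusted 0.0581) and r 0.870 (exact p = 0.00561, adjusted 0.0179), or 0.832 without these stages, so it passed by r and not by rho. PolII regions stayed over Hoxd1 and Hoxd9 from 72 h, over Hoxd8 from 96 h, over Hoxd10 from 132 h, and over Hoxd11 and Hoxd13 from 144 h. The windows of Hoxd3, Hoxd4 and Hoxd12 held none at any of the 8 stages. Those of Hoxd3 and Hoxd4 surround the coding spans and leave out the starts of these genes (74711927 and 74711929). With windows extended by 5 kb, PolII stayed at Hoxd3 from 120 h and at Hoxd4 from 144 h. Hoxd12 still had no lasting region. pSer2 PolII regions lay over 0% of the anterior segment at 72 h and 84 h, 15.0% at 96 h, 5.85% at 120 h and 0.747% at 144 h. The lists of these stages held 21823, 3987, 24177, 16045 and 6674 regions. In gene windows pSer2 PolII regions were called at 96 h alone, over Hoxd3 (25%), Hoxd1 (10.3%) and Hoxd9 (6.39%).

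NIPBL and cohesin between CTCF sites were followed to ask where cohesin is loaded. NIPBL covered 1.42% of the anterior segment at 72 h, 16.5% at 144 h and 12.7% at 168 h, and in the central segment it went from 0% to 29.9% and 18.0% at the same hours. In the posterior segment it went from 0% at 72 h to 9.62% at 168 h. The rise was not steady. From 108 h to 120 h coverage fell from 12.6% to 4.65% in the anterior, 9.38% to 0% in the central and 1.86% to 0% in the posterior segment. The 3 relations had rho of 0.833, 0.830 and 0.695 (exact p = 0.0154, 0.0167 and 0.0645), with adjusted p of 0.0533, 0.0533 and 0.123, so none passed by rho. Their r values were 0.782, 0.776 and 0.825 (exact p = 0.0250, 0.0234 and 0.00476; adjusted 0.0571, 0.0571 and 0.0179), or 0.758, 0.804 and 0.610 without 72 h and 168 h, so the posterior segment passed by r alone. At equal list length rho was 0.286 for the anterior segment (exact p = 0.501, adjusted 0.626) and -0.0546 for the posterior one, and the central segment held no region at any stage. With segments extended by 5 kb all 3 relations passed (exact test, adjusted p = 0.0424 each).

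RAD21 away from CTCF regions covered 0% of the anterior segment at 48 h, 5.93% at 108 h, 8.01% at 132 h and 1.58% at 168 h. In the central segment it covered 3.90%, 3.66%, 3.56% and 1.09% in 1 library each at 96, 108, 132 and 144 h, and in the posterior segment 2.98% in the 48 h library and 4.71% in 1 of the 72 h libraries. Over the HoxD cluster, 9 such regions recurred in at least 3 of the 16 wt lists, all between 74721033 and 74764049, from upstream of Hoxd4 to Hoxd1. The most frequent, 74749313 to 74750191 (10 of 16 lists) and 74752628 to 74753665 (9 of 16), lay between Hoxd3 and Hoxd1. The relation with time had rho 0.690 (exact p = 0.0694, adjusted 0.123) and r 0.526 (exact p = 0.182), or 0.826 without 48 h and 168 h. Within the 7 stages of each label tag, rho was 0.893 (exact p = 0.0123, adjusted 0.0444) for cell_line and 0.500 (exact p = 0.267, adjusted 0.444) for cell_type, so the relation passed in 1 batch only. The cell_line libraries include 48 h and lack 168 h, and the cell_type libraries the reverse. Batch and stage range therefore cannot be told apart here. In the central segment rho was 0.355 (exact p = 0.385, adjusted 0.547), with 0.612 (cell_line) and 0.0394 (cell_type) within tags. In the posterior segment it was -0.764 (exact p = 0.0357, adjusted 0.0816), with -0.757 for cell_line, and no cell_type library had a region there.

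The domains on either side of HoxD hold its long-range enhancers. On the centromeric side, from Atp5g3 (73908447 to 73911326) past Lnpk (74520291 to 74579435), 18 H3K27ac regions covering 9.05 kb were called at 48 h and 12 covering 6.77 kb at 168 h. On the telomeric side, which holds Mtx2 (74825803 to 74878431) and ends at Hnrnpa3 (75659261 to 75669407), 20 regions covering 11.7 kb were called at 48 h, 12 covering 7.50 kb at 72 h, 24 covering 13.3 kb at 108 h and 18 covering 13.8 kb at 168 h. No trend passed: rho was -0.245 and -0.483 for centromeric number and length and -0.0833 and 0.317 for telomeric number and length (exact p = 0.525, 0.194, 0.843 and 0.410; adjusted 0.617, 0.310, 0.843 and 0.547), with r of -0.447, -0.552, -0.0214 and 0.412, or -0.372, -0.571, 0.147 and 0.449 without 48 h and 168 h. This result depended on list length: with lists of equal length all 4 relations were positive and passed (rho 0.881, 0.883, 0.857 and 0.867; adjusted p = 0.0115, 0.0115, 0.0128 and 0.0128).

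The order of onset along the cluster could not be tested as planned, because Hoxd9 alone of the 9 Hoxd genes was covered by H3K27ac over at least 50% of its window and stayed so, from 132 h. In HoxB, Hoxb2 kept that level from 84 h and Hoxb1 from 132 h, after 63.4% at 84 h and 46.1% at 120 h. In HoxC, Hoxc8 and Hoxc11 reached it to stay at 168 h, with Hoxc8 already at 54.9% at 96 h and at 46.8% at 144 h, and none of the 11 HoxA genes did. No Hoxd gene did so for PolII, NIPBL or pSer2 PolII, although Hoxd8 reached 52.3% for NIPBL at 144 h. With onset taken as any covered base kept at every later stage, an option chosen after seeing the data, NIPBL reached Hoxd3 at 108 h, Hoxd1, Hoxd4, Hoxd8 and Hoxd9 at 132 h and Hoxd10 at 144 h. First coverage came earlier in 7 genes, such as Hoxd1 (72 h), Hoxd13 (84 h) and Hoxd10 (96 h). Across the 9 genes, which are not independent replicates, position then correlated with onset for NIPBL (rho 0.896, exact two-sided p = 0.00317), with Hoxd11, Hoxd12 and Hoxd13, which had no lasting onset, ranked last. Without the 120 h library, in which Hoxd3 alone was covered, the first 5 genes shared an onset at 108 h (rho 0.894, exact p = 0.00397), and without the 132 h library rho was 0.839 (exact p = 0.00794). The order depended on the settings: at equal list length no Hoxd gene had a lasting NIPBL onset, with a −log10 q of at least 5 there were 4 and rho was 0.347 (exact p = 0.368), and with windows extended by 5 kb all 9 had one and rho was 0.697 (exact p = 0.0317). For H3K27ac rho was 0.581 (exact p = 0.109) and for PolII 0.205 (exact p = 0.595), with 6 of 9 genes showing an onset in each assay. Without the 168 h library H3K27ac had 4 such genes and a rho of 0.708 (exact p = 0.0437), with windows extended by 5 kb 8 genes and 0.826 (exact p = 0.00794), and at equal list length or with a −log10 q of at least 5 rho was 0.434 or 0.231 (exact p = 0.242 or 0.550).

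H3K27me3 and H3K27ac were compared to ask whether repressed and active domains exclude each other. H3K27me3 covered 8.76% of the anterior segment at 72 h and 0.997% at 144 h, and 7.90% of the central segment at 72 h, 10.7% at 96 h, 3.26% at 120 h and 0% at 144 h. In the posterior segment it covered 3.39% at 72 h, 7.95% at 96 h, 16.1% at 120 h and 10.5% at 144 h. The numbered 96 h libraries gave 5.97% ± 1.52 (SD, n = 2) for the anterior, 22.1% ± 6.88 for the central and 16.6% ± 2.13 for the posterior segment, all above the unnumbered library of that stage (3.1%, 10.7% and 7.95%), and 4 stages are too few for a correlation.

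Over the 4 Hox clusters, bases with both marks made up 1.31% of the bases with either mark at 72 h, 2.40% at 96 h, 5.75% at 120 h and 2.31% at 144 h. After shifting one mark by steps of 100 kb these shares were 1.60%, 1.86%, 1.45% and 1.30%. If the marks were placed independently within each cluster, 2.81%, 3.33%, 4.02% and 2.16% would be shared. At 96 h the 4 pairs of numbered libraries shared 2.16 to 2.97%, against 4.93 to 5.62% for independent placement. In HoxD the observed shares were 2.05%, 2.23%, 2.05% and 0.885% at the 4 stages and 0 to 0.280% in the numbered pairs at 96 h. At 120 h HoxB (7.61%) and HoxC (7.79%) were above the independent expectation (3.44% and 4.40%), whereas HoxD was below it (3.88%), as was HoxA (4.29% against 4.55%). At 144 h HoxB (3.29% against 1.67%) and HoxC (4.37% against 2.60%) were again above it. HoxA (0.132% against 2.15%) and HoxD (0.885% against 2.49%) were below it at 144 h. At 96 h HoxB was above it in the pairs with H3K27ac replicate 1 and below it in those with replicate 2. With peaks of a −log10 q of at least 5 the shares over the 4 clusters were 0.502%, 0.865%, 1.54% and 0.713%.

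RAD21 at the CTCF sites shows where cohesin accumulates inside HoxD. CBS1, CBS2, CBS4, CBS6 and CBS8 held a RAD21 region in all 16 wt lists. CBS7 did so in 15, CBS5 in 12, CBS9 in 10 and CBS3 in 1. At CBS5, next to Hoxd11, no region was called in the 48 h list, in both 72 h lists and in 1 of the 2 lists at 84 h, and a region was called in every list from 96 h on. By fold enrichment within a list, CBS1 ranked first in 8 lists, CBS2 in 3, CBS4 in 3 and CBS6 in 2. The mean rank of CBS4, next to Hoxd10, was 5 at 48 h, 4.5 at 72 h, 2 at 96 h, 1.5 at 132 h and 5 at 168 h.

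The balance between CBS1 and the more posterior sites was measured by the pileup share against CBS1, a measure chosen after seeing the data. The CBS4 share rose from 14.2% (95% exact binomial interval 9.50 to 20.1) at 48 h to 41.4% (33.9 to 49.2) at 168 h. Its rho was 1, with the smallest exact two-sided p that 8 stages allow (4.96e-05, adjusted 0.000198 over 4 relations), and its r was 0.977, or 0.985 without 48 h and 168 h. The libraries of 84 h were far apart, at 15.3% and 28.8%. The CBS2 share rose from 40.1% to 53.3% (rho 0.905, exact p = 0.00456, adjusted 0.00913; r 0.831, exact p = 0.0115; 0.917 without these stages), and the CBS8 share rose from 33.8% to 50.3% (rho 0.857, exact p = 0.0107, adjusted 0.0143; r 0.904, exact p = 0.00203; 0.992 without these stages). For CBS6 the share was 32.3% at 48 h and 38.1% at 168 h (rho 0.0952, exact p = 0.840; r 0.304, exact p = 0.466; 0.166 without these stages). Within the cell_type and cell_line tags rho was 0.964 and 0.929 for CBS4, 0.929 and 0.679 for CBS2, 0.929 and 0.821 for CBS8, and 0.321 and -0.429 for CBS6. In the cell_line libraries alone CBS2 and CBS8 no longer passed (adjusted p = 0.146 and 0.0683), and CBS8 did not pass without the 168 h library (rho 0.786, adjusted p = 0.0640).

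**Figure D3:**
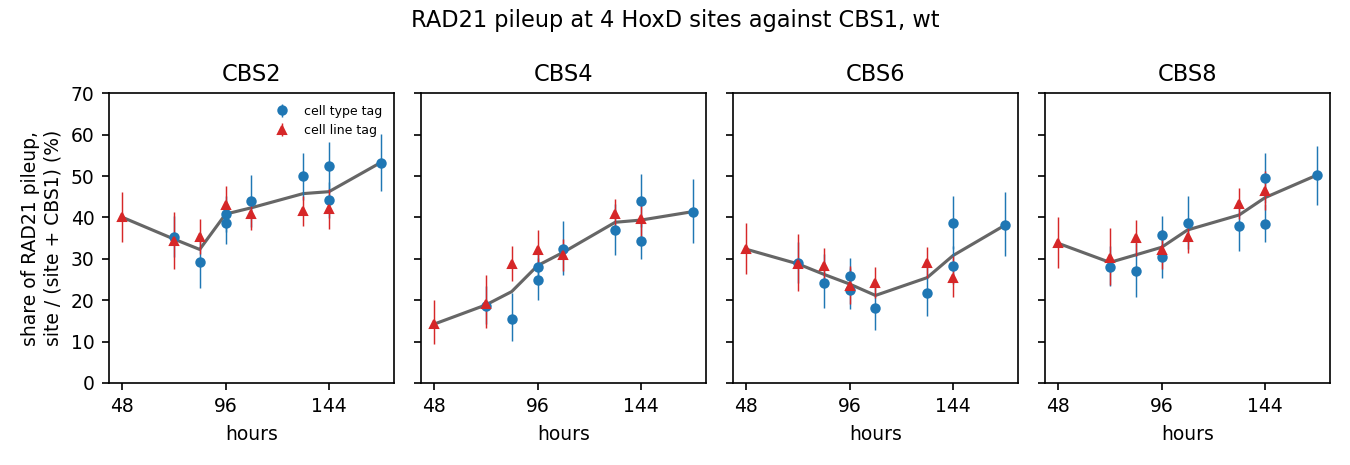
RAD21 pileup at CBS2, CBS4, CBS6 and CBS8 as a percent of the site's own pileup plus that of CBS1 (y axis) against hours after aggregation (x axis), with 1 point per wt library, circles for the cell_type tag, triangles for the cell_line tag, bars for 95% exact binomial intervals and the line joining stage means. The CBS4 share climbs from 14.2% to 41.4%, while the CBS6 share starts at 32.3%, dips to 21.1% and ends at 38.1%.

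Genome-wide, the same factors were placed against H3K27ac and CTCF. At 72 h and 168 h, H3K27ac regions overlapped 83.6% and 88.5% of PolII regions and 79.5% and 52.2% of NIPBL regions. At 48 h and 168 h, CTCF regions overlapped 86.9% and 85.8% of RAD21 regions, with the lowest stage mean of 66.9% at 132 h (rho -0.548, exact p = 0.171, adjusted 0.256; r -0.451, or -0.849 without 48 h and 168 h; rho within tags -0.321 for cell_type and -0.893 for cell_line), and H3K27ac regions overlapped 13.5% and 21.4%. NIPBL regions shifted by 100 kb overlapped H3K27ac in 2.24 to 3.82%. None of the 6 relations with time passed after adjustment. The 3 with the largest rho were RAD21 with H3K27ac (rho 0.810, exact p = 0.0218, adjusted 0.0917; r 0.789, or 0.731 without 48 h and 168 h), NIPBL with H3K27ac (rho -0.738, exact p = 0.0458, adjusted 0.0917; r -0.738, or -0.637 without 72 h and 168 h) and NIPBL with CTCF (rho -0.738, exact p = 0.0458, adjusted 0.0917; r -0.474, or -0.522). Within tags the relation of RAD21 with H3K27ac had rho 0.0714 (cell_type) and 0.679 (cell_line). At equal list length it passed (rho 0.905, adjusted p = 0.0274), while both NIPBL relations went to a rho of 0.0476. The overlap of RAD21 with CTCF was then 88.8 to 95.1%, lowest at 168 h, so the low value at 132 h depended on list length. Its rho was -0.786 (exact test, adjusted p = 0.0838), with -0.321 (cell_type) and 0.0714 (cell_line) within tags.

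CDX2 was profiled to ask which Hox genes it binds after the Wnt pulse. At 72 h 147 CDX2 regions were called, at 96 h 4501 and at 120 h 2272. CDX-like motifs lay within 50 bp of 6.12% of summits at 72 h (95% exact binomial interval 2.84 to 11.3; flanks 2.72%), 25.9% at 96 h (24.6 to 27.2; flanks 3.95%) and 31% at 120 h (29.1 to 32.9; flanks 3.68%). HoxA held 1, 12 and 10 regions at the 3 stages, HoxB 0, 13 and 9, HoxC 0, 12 and 8, and HoxD 0, 5 and 4. In HoxD at 96 h the regions lay between Hoxd9 and Hoxd8 (74700944 to 74701253, fold 8.88), upstream of Hoxd4 (74721127 to 74721465, fold 9.48, and 74721901 to 74722099, fold 4.67), between Hoxd4 and Hoxd3 (74734487 to 74734911, fold 7.93) and next to Hoxd3 (74747182 to 74747365, fold 5.25). None lay posterior to Hoxd9. At equal list length no region of the HoxD cluster was left at 96 h or 120 h.

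Acetylation of promoters traces what kind of cells the stembryos became. Of 15186 genes with a promoter region in at least 1 wt library, 263 (1.73%) were gained and 1900 (12.5%) lost between 48 h and 120 h. With lists of equal length 493 (3.40%) were gained and 1067 (7.36%) lost, and with the unnumbered 120 h library alone 551 and 2216. Naive pluripotency genes lost acetylation, 10 of 14 (percentile 100 among random lists), among them Dppa3 and Dppa5a by 72 h and Nanog, a core pluripotency factor, and Tdh, the threonine dehydrogenase of stem cells, by 84 h. Presomitic mesoderm genes gained it in 3 of 11 (percentile 100), namely Rspo3, an enhancer of Wnt signalling, by 72 h and Hes7, of the segmentation clock, and Tbx6, a mesoderm regulator, by 84 h. Somite genes gained it in 5 of 11 (percentile 100), with Foxc1 by 72 h and Meox1, Meox2 and Tcf15 by 108 h. Of the axial progenitor genes 2 of 7 gained it (percentile 99.7), Cdx1 by 72 h and the retinoic acid hydroxylase gene Cyp26a1 by 84 h.

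Primitive streak genes went both ways, with 2 of 11 gained (percentile 99.1; Evx1 and Fgf8 by 72 h) and 4 lost (percentile 97.7; Gsc by 96 h, Wnt3 by 108 h, Nodal and Wnt3a by 120 h). Neural genes gained it in 2 of 11 (percentile 99.1; Irx3 by 72 h, Hes5 by 84 h), and 2 were lost (percentile 72.1; Neurog1 and Nkx6-2). Cardiac and vascular genes lost it in 5 of 12 (percentile 99.3), with Gata4 and Sox7 by 96 h and Sox18 and Tal1, a regulator of blood and endothelium, by 108 h. Hox genes of groups 1-4 gained it in 6 of 12 and of groups 5-9 in 7 of 14 (percentile 100 each), with Hoxb1, Hoxb2, Hoxd3, Hoxd4, Hoxb5, Hoxb8, Hoxb9 and Hoxc8 by 72 h. Hoxd9 was also gained by 72 h and Hoxd8 by 120 h. Hoxd3 and Hoxd4 start at 74711927 and 74711929, so the same region can count for both. The Hoxd4 window around its coding span was covered over 0% at 84, 96, 144 and 168 h. Of groups 10-13, 1 of 9 was gained (Hoxa10 by 120 h, percentile 92.3) and 2 were lost (Hoxd13 by 96 h and Hoxc13 by 108 h, percentile 79.6). The remaining lists did not pass: 2 of 8 formative epiblast genes were lost (Pou5f1 and Utf1, percentile 83.7), 1 of 5 endoderm genes (Sox17, percentile 69.4) and 1 of 3 trophoblast genes (Krt7, percentile 81.2), and no promoter switched among 10 Wnt targets, 5 germ cell genes and 10 housekeeping genes. The counts rest on 1 library at 48 h, the longest H3K27ac list (67663 regions).

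Some of these calls depended on the settings. Naive pluripotency, somite and Hox genes of groups 1-4 and 5-9 passed under all of them. At equal list length presomitic mesoderm (2 gained, percentile 97.4), primitive streak (1 gained, 82.0; 1 lost, 61.5) and cardiac and vascular genes (2 lost, 87.7) did not pass, whereas the loss of germ cell genes did (2 of 5, exactly at the threshold). With a −log10 q of at least 5 the percentiles were 88.2 for presomitic mesoderm, 88.2 and 43.1 for primitive streak gained and lost, 87.8 for cardiac and vascular, 92.4 for axial progenitor and 89.1 for neural genes, so none of these passed, whereas the loss of formative epiblast genes did (5 of 8). With promoters of 2.5 kb no neural gene was gained (percentile 40.3) and the loss of primitive streak genes did not pass (89.2), whereas the loss of Hox genes of groups 10-13 did (98.9). With the unnumbered 120 h library alone, the gain of neural genes (96.5) and the loss of primitive streak genes (96.3) did not pass and the gain of Wnt targets did (99.7), and with the 2 numbered ones alone the loss of formative epiblast genes did (99.7).

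In the mutants, CTCF lists were used to see which sites were lost. Del(CBS1) at 96 h lacked a region at CBS1 and at no other of the 9 sites. Del(CBS2) at 96 h lacked CBS2 alone, and Del(CBS1-2) at 96 h lacked CBS1 and CBS2. Of CTCF sites on other chromosomes at least as strong in wt, 0.106%, 0.367%, 0.176% and 0.0978% lacked a region in these lists, in that order. Del(CBS1-5) at 96 h lacked CBS2, CBS3, CBS4 and CBS5 (comparable sites 0.526%, 1.96%, 3.49% and 1.06%) and kept a region over CBS1 with its summit at 74716192, 251 bp to the right of the wt summit. Counting only summits within 200 bp of the wt summit, it lacked all 5. Del(CBS4) at 120 h lacked CBS4, CBS6 and CBS8 (comparable sites 27%, 4.96% and 28.0%), in the shortest CTCF list (25762 regions), which lacked 51.3% of all wt sites elsewhere. Ins(2xCBS-d4d8) at 144 h lacked CBS4 (comparable sites 13.6%) and had an additional region at 74716681 to 74718089 of its own chromosome, right of CBS1, with 3 summits (74717187, 74717583 and 74717961) and a fold enrichment of up to 4.32. It had 2 further regions without a wt region at the same coordinates, at 74728978 to 74729239 (fold 2.89) and 74748132 to 74748650 (fold 3.0). Positions right of the insertion are displaced on this edited chromosome, so whether these 2 are absent in wt cannot be told. Additional regions were also called in Del(CBS1-5), over an untranslated part of Hoxd9 (74697611 to 74697915, fold 4.94) and at 74703783 to 74704194 (fold 2.88) and 74710419 to 74710696 (fold 2.89), in Del(CBS1) at 74746626 to 74746839 (fold 2.86) and in Del(CBS4) at 74727531 to 74727791 (fold 3.71). At equal list length Del(CBS1-5) lacked 6 sites, Del(CBS1-2) 4, Del(CBS1) 3 and Ins(2xCBS-d4d8) 3.

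RAD21 was followed in the mutants to ask where cohesin accumulates once CTCF sites are missing. In Del(CBS1) at 96 h, 1 library had no RAD21 region at CBS1 and the other had a weak one (fold 2.74, rank 8). By fold enrichment and with CBS1 left out of the ranking, CBS4, next to Hoxd10, came first in both mutant libraries and in wt replicate 1. It came behind CBS2 in wt replicates 2 and 3. By pileup CBS2 lay above CBS4 in each of these libraries. The fragments were 229 against 181 and 386 against 242 in mutant replicates 1 and 2, and 141 against 74 in wt replicate 1. The pileup of CBS4 as a share of CBS4 plus CBS6 was 64.5% ± 3.93 (SD, n = 2) in Del(CBS1) and 55.6% ± 4.51 (n = 3) in wt (exact permutation test, two-sided, p = 0.2). The share of CBS2 against CBS6 was 72.1% ± 0.159 and 68.7% ± 2.37 (exact p = 0.2), and that of CBS2 against CBS4 58.7% ± 3.97 and 63.6% ± 2.11 (exact p = 0.3). Both mutant libraries carried the cell_line tag, as did 1 wt library. Both were also deeper than the wt libraries (background 4.07 and 4.97 against 3.27, 3.14 and 3.14 fragments per base) and covered more sequence (40.6 and 36.0 Mb against 30.1, 23.5 and 25.7 Mb), which runs with an excess of sites in the mutant. Over the genome, 9 CTCF sites held RAD21 in wt alone and 744 in the mutant alone, whereas other splits of the 5 libraries gave totals between 137 and 872 against the real 753, and 10 splits are too few for a share under 0.05. The counts at equal list length were 49 and 366, a total of 415 against up to 892 in the other splits, and with a −log10 q of at least 5 they were 9 and 898, a total of 907 against up to 763. CBS1 was not among the 9, because 1 mutant library kept its weak region. Against the cell_line wt library alone the counts were 361 and 2017. With fewer libraries having to pass, the count in wt alone was 31 without mutant replicate 1, 188 without mutant replicate 2, and 63, 38 and 46 without wt replicates 1, 2 and 3, and the count in the mutant alone was 2088 without mutant replicate 1 and 1192, 1176 and 1579 without these wt replicates.

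In Del(CBS1-5) at 120 h, a single library with no wt library at that stage, no RAD21 region was called at CBS3 and CBS4. Weak regions remained over CBS1 (fold 3.38, pileup 20, summit 74716169), CBS2 (fold 3.92, pileup 32) and CBS5 (fold 3.32, pileup 18). CBS6, between Hoxd12 and Hoxd13, ranked first by fold enrichment (fold 10.7, pileup 79) and CBS8 second. By pileup CBS8 (148) and CBS7 (92) lay above CBS6. The pileup of CBS2 as a share of CBS2 plus CBS6 was 28.8% (95% exact binomial interval 20.6 to 38.2), against 63.4 to 78.2% in the wt libraries of 108 h and 132 h, which held RAD21 at 4 to 5 of the 5 sites. With a −log10 q of at least 5, 1 of the 5 sites kept a region.

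H3K27ac was compared between mutants and wt to ask whether removing CTCF sites lets Hoxd8 and Hoxd9 become active earlier. In Del(CBS1) at 96 h, Hoxd8 was covered over 21.9% ± 1.69 (SD, n = 2) of its window against 6.04% ± 8.54 in wt, and Hoxd9 over 14.9% ± 0.988 against 2.45% ± 3.47. The central segment was covered over 16.4% ± 0.395 against 7.81% ± 0.316, the anterior segment over 16.5% ± 1.24 against 16.5% ± 2.20, and the posterior segment had no region in either group. At 120 h the values were 30.9% ± 0.737 against 21.8% ± 6.81 for Hoxd8 and 52.6% ± 9.78 against 38.1% ± 22.6 for Hoxd9, and 32.7% ± 3.45 against 21.6% ± 7.77 for the central segment. The exact two-sided p was 0.333, the smallest this test allows, for 5 of these 6 comparisons of Hoxd8, Hoxd9 and the central segment, and 0.667 for Hoxd9 at 120 h. The anterior segment at 120 h gave 13.2% ± 1.68 against 13.7% ± 1.7 (exact p = 0.667). At 120 h the Del(CBS1) libraries were deeper than wt (background 3.65 and 3.69 against 3.05 and 2.97 fragments per base). They also covered more sequence (29.4 and 29.6 against 25.6 and 22.6 Mb), which runs with higher coverage in the mutant.

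In Del(CBS1-2) the larger difference was at Hoxd9. At 120 h Hoxd9 was covered over 75.3% ± 0.925 (n = 2) against 38.1% ± 22.6 in wt, where the libraries gave 54.1% and 22.1%. Hoxd8 was covered over 34.6% ± 1.84 against 21.8% ± 6.81, Hoxd3 over 11.1% ± 2.28 against 2.26% ± 3.2 and Hoxd10 over 6.30% ± 1.89 against 1.85% ± 2.61, while Hoxd11, Hoxd12 and Hoxd13 had no region in the mutant. The central segment gave 42.0% ± 0.335 against 21.6% ± 7.77, and the anterior segment 18.4% ± 0.0181 against 13.7% ± 1.7. At 96 h Hoxd9 gave 13.1% ± 1.09 against 2.45% ± 3.47, Hoxd8 10.7% ± 7.0 against 6.04% ± 8.54 and the central segment 11.8% ± 1.78 against 7.81% ± 0.316. For Hoxd9 and the central segment the exact two-sided p was 0.333 at both stages, and for Hoxd8 at 96 h it was 0.667. At 96 h the unnumbered wt library gave 24.3% for Hoxd9, above both mutants, and 5.30% for Hoxd8. At 120 h this library gave 42.3% for Hoxd9, 31.6% for Hoxd8 and 0% for Hoxd10. It also gave 11.1% for Hoxd3, close to the mutant mean, so the Hoxd3 difference was not seen against this library. Its regions were wider, with a median of 587 bp against 420 and 398 bp in the numbered wt libraries at 96 h and 562 bp against 373 and 345 bp at 120 h. All H3K27ac libraries of Del(CBS1-2) carried the cell_line tag and all others the cell_type tag, so tag and genotype cannot be told apart here.

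**Figure D4:**
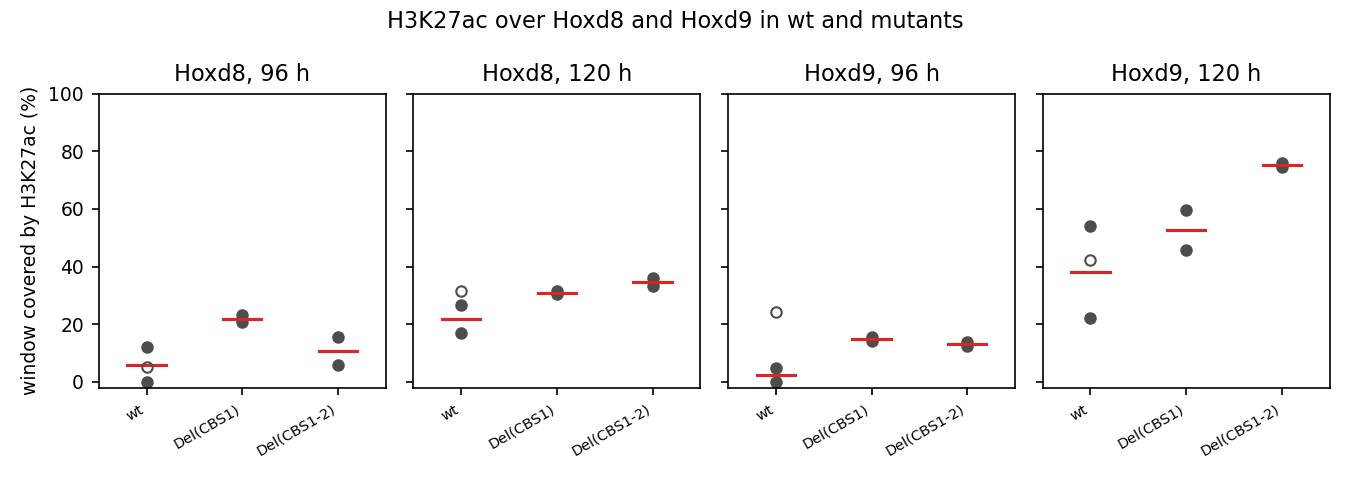
Percent of the Hoxd8 and Hoxd9 windows covered by H3K27ac (y axis) in wt, Del(CBS1) and Del(CBS1-2) at 96 h and 120 h, where filled points are numbered libraries, red lines their means, open points the unnumbered wt library outside the mean, and the same wt libraries serve both mutants. Hoxd9 at 120 h has a mean of 75.3% in Del(CBS1-2) against 38.1% in wt, whereas at 96 h the unnumbered wt library (24.3%) lies above both mutants.

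The other Hox clusters, on chromosomes where no site was deleted, differed in the same direction in most comparisons. In Del(CBS1) the mean window coverage was higher than in wt by 3.30 percentage points over the 9 Hoxd genes at 96 h and by 2.54 at 120 h. For HoxA the differences were 1.46 and 1.41 points, for HoxB 4.62 and 7.34, and for HoxC -0.313 and 2.98. In Del(CBS1-2) the differences at 96 h and 120 h were 2.80 and 7.33 points for HoxD, 2.87 and 7.0 for HoxA, 7.31 and 9.11 for HoxB, and 2.84 and 8.02 for HoxC. The exact two-sided p was 0.333, the lowest this test allows, for 14 of these 16 differences. The HoxD difference of Del(CBS1) at 120 h was 0.175 without wt replicate 2, 1.45 without mutant replicate 1, 4.89 without wt replicate 1 and 5.72 with a −log10 q of at least 5. With windows extended by 5 kb the HoxD differences were 0.783 and 1.53 in Del(CBS1) and 1.38 in Del(CBS1-2) at 96 h, and with the unnumbered wt library added 1.45, 1.10 and 0.948. With a −log10 q of at least 5 that of Del(CBS1-2) at 96 h was 0.998.

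Few genes passed the 25-point gap, and Hoxd9 was not among them, since its lower Del(CBS1-2) library at 120 h lay 20.5 points above the higher wt library. Of 21829 genes, 0 differed by the 25-point gap in Del(CBS1) at 96 h and 0 at 120 h, 2 were higher in Del(CBS1-2) at 96 h and 6 at 120 h, and none was lower. The 2 other splits of each set of 4 libraries gave 0. The genes at 96 h were Epop, encoding a Polycomb-associated protein, with 49.0% ± 1.78 against 10.2% ± 3.66, and Sp8, a transcription factor gene of limb and neural progenitors, with 56.2% ± 10.8 against 20.7% ± 1.84. The unnumbered wt library gave 61.4% and 71.1%, above the mutants, and with it added the count was 0. At 120 h the largest gaps were at Nkx1-2, a marker of axial progenitors (53.2% ± 1.60 against 17.4% ± 2.21; unnumbered wt 28.7%), Fam84b (95.2% ± 4.15 against 56.2% ± 6.90; 63.7%), Gm19668 (67.7% ± 8.45 against 31.1% ± 5.02; 48.3%) and Mid1ip1 (37.0% ± 3.28 against 4.16% ± 5.89; 38.3%). With the unnumbered library added the count at 120 h was 2, and with windows extended by 5 kb it was 0 at both stages. With 1 library left out and thus fewer to pass, the count for Del(CBS1-2) was 11 at 96 h without mutant replicate 1, 8 without wt replicate 1 and 9 without wt replicate 2, and 20, 12 and 24 at 120 h without mutant replicate 1, mutant replicate 2 and wt replicate 1. For Del(CBS1) it was 1 at 96 h without mutant replicate 2, wt replicate 1 or wt replicate 2, and 4, 6 and 4 at 120 h without mutant replicate 1, mutant replicate 2 and wt replicate 1.

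H3K27me3 in Del(CBS1-5) at 96 h was compared to ask whether the repressed domain retreats when 5 CTCF sites are deleted. Hoxd9 carried no H3K27me3 region in both mutant libraries, against 16.5% and 22.0% of its window in wt, and Hoxd13 none against 12.9% and 30.3% (exact two-sided p = 0.333 each). Hoxd1 was covered over 35.7% ± 7.34 against 33.1% ± 3.44 and Hoxd10 over 21.6% ± 12.4 against 21.1% ± 8.21. The central segment gave 8.48% ± 12 (SD, n = 2) against 22.1% ± 6.88, the posterior segment 9.17% ± 6.65 against 16.6% ± 2.13 and the anterior segment 5.08% ± 3.56 against 5.97% ± 1.52. The mean over the Hoxd genes was 10.3% ± 6.68 against 16.5% ± 3.27 (exact p = 0.667), and HoxA gave 5.83% ± 4.23 against 11.2% ± 0.232 (exact p = 0.333), HoxB 4.21% ± 2.28 against 3.42% ± 0.860 (exact p = 1) and HoxC 7.48% ± 5.77 against 9.22% ± 3.44 (exact p = 0.667). The Hoxd difference of -6.18 points was -1.46 without mutant replicate 1, -10.9 without mutant replicate 2 and -3.87 without wt replicate 2. The unnumbered wt library gave 10.7% for the central, 7.95% for the posterior and 3.1% for the anterior segment, 13.2% for Hoxd9 and 13.4% for Hoxd13. Mutant replicate 1 was the shortest H3K27me3 list (7212 regions) and had no region in the central segment.

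Over 21829 genes, 6 were lower by the gap and 0 higher, while the 2 other splits gave 2 and 1. The largest gaps were at BC030500 (3.29% ± 4.66 against 57.7% ± 0.980), Nanos1, a germ cell RNA regulator (4.16% ± 5.88 against 37.6% ± 0.202), Mixl1, a mesendoderm factor gene (0% against 31.1% ± 2.83), and Nkx2-1, a lung and thyroid regulator (0% against 28.9% ± 0.738). The unnumbered wt library gave 18.9%, 42.3%, 18.9% and 21.7% for these genes, and with it added the count was 3. Without mutant replicate 2 the count was 84 and without wt replicate 1 it was 19, and with windows extended by 5 kb it was 0.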

Values the study reported

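The study reported 9 CTCF sites occupied within the HoxD cluster. Transcripts of Hoxd8 and Hoxd9 were reported to increase by 108 h. The study described NIPBL as extending to Hoxd9 by 132 h and to Hoxd11 by 168 h.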

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

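Of the tests in this part, those of the label tag, of a part of the site outside the deletion and of list length were chosen only after the result was seen. Over all 80 lists, 3484 regions lay on unplaced contigs or the mitochondrial genome, of which 305 were mitochondrial, a signal in sequence that no comparison used.

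The RAD21 pileup share of CBS4 against CBS1 rose from 14.2% at 48 h to 41.4% at 168 h. Weaker immunoprecipitation in later libraries would lift the weaker site of every pair, but over 7627 pairs on other chromosomes the median rise was 7.91 percentage points against 27.2 at CBS4, which argues against it as the whole cause, as does the lower of the rho values within a label tag (0.929) against library batch. What stays open is that close pairs of CTCF sites drift in general, since 7.89% of the pairs rose as much and 0.446% rose as much with as high a rho. As a hypothesis, cohesin may move from CBS1 to CBS4 as genes switch on, which was not separated from that drift. No rise was detected at CBS6, inside the cluster (rho 0.0952, or -0.357 without the 168 h library), whereas CBS8, beyond Hoxd13, rose (rho 0.857, or 0.786 and not passing without that library).

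The Del(CBS1-5) CTCF list kept a region over CBS1, although the line should lack this site. Unedited cells or an unedited allele would leave the summit where wt has it, but only 1.26% of CTCF sites on other chromosomes had a summit as far from its wt position as the 251 bp seen here, which argues against them. A part of the site outside the deletion may be bound: 1 of the 4 other CTCF lists searched, Del(CBS2), had a second summit 18 bp away, and the RAD21 summit of Del(CBS1-5) itself lay 23 bp away, though none of the 16 wt RAD21 lists had one there. Acetylated open chromatin as the source cannot be told apart, since 0 of the 7 H3K27ac lists of 96 h had a region over the summit and none of them came from Del(CBS1-5).

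H3K27ac covered 75.3% of the Hoxd9 window in Del(CBS1-2) at 120 h against 38.1% in wt. List length is argued against, because at equal length the difference was 37.2 percentage points, and so is a gain shared by all genes, because the difference stood at percentile 99.8 of the 870 genes that reached 25% in any of the 4 libraries. Of these genes 91.7% were higher in the mutant, with a median of 5.98 points. A different speed of development over the genome is argued against by a rho across genes of -0.0351 between the mutant difference and the wt change from 108 h to 132 h. A faster course limited to Hox genes stays open, since Hoxd9 was 20.0 points higher in wt at 132 h than at 108 h and the other Hox clusters were higher in this mutant too. The genotype is confounded with the label tag, the wt libraries gave 54.1% and 22.1%, and the exact test of 2 libraries against 2 allows no p under 0.333. An effect of the deleted sites could not be separated from the label tag, from depth or from a faster course of Hox genes. Depth stays open as part of the difference, since the mutant libraries had a background of 4.53 and 4.16 fragments per base and covered 34.2 and 35.3 Mb, against 3.05 and 2.97 and 25.6 and 22.6 Mb in wt, and equal list length does not level the width of regions.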

How the results depend on the processing

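Onset at any coverage, with its own alternatives, and the alternatives for the RAD21 pileup shares were chosen after seeing the data, and all other alternatives were planned. For 112 results, 657 alternative values were computed, of which 470 kept their direction and their side of the threshold or stayed within the spread, 158 moved beyond it, 9 newly passed, 4 no longer passed and 16 reversed. The 9 and the 4 are correlations with time. Mutant means of 2 libraries against 2 could not cross the threshold, because their exact test allows no p under 0.333. For these means a kept value therefore says nothing about passing a test. Gene lists entered by their number of genes, and onset by the number of genes reaching it. Percentiles of gene lists and the rho of onset order that crossed a threshold are therefore not counted as crossings. Of the 74 results that answer a comparison, 180 of 269 values stayed the same, and 148 of 174 did so when 1 library was left out. Depth sets which weak regions are called, and it was not varied. Unless stated otherwise, the cause was not tested.

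With a −log10 q of at least 5, Ins(2xCBS-d4d8) lacked 3 CTCF sites, the PolII rho of the posterior segment was 0.764 (no longer passing), and that of telomeric region number reversed to 0.218. The shared percent of the marks at 72, 96, 120 and 144 h was 0.502, 0.865, 1.54 and 0.713. H3K27me3 covered 2.82% of the anterior segment at 72 h, 0% of the central segment at 72 h and 96 h, and 0%, 3.46%, 13.5% and 3.40% of the posterior segment at the 4 stages. Del(CBS1-5) kept RAD21 at 1 site, the genes past the gap were 2 (Del(CBS1) 96 h), 2 (120 h), 7 (Del(CBS1-2) 96 h), 15 (120 h) and 27 (H3K27me3), the CDX2 motif share was 29.7% at 96 h and 34.4% at 120 h, and 5 gene lists passed.

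At equal list length Del(CBS1-5) lacked 6 CTCF sites, Del(CBS1-2) 4, Del(CBS1) 3 and Ins(2xCBS-d4d8) 3. The rho of the H3K27ac posterior segment reversed to 0.131, of the NIPBL posterior segment to -0.0546 (anterior 0.286, no region in the central segment), of centromeric number and length to 0.881 and 0.883 and of telomeric number to 0.857, while telomeric length (0.867) and the PolII central segment (0.802) newly passed. In the overlaps, NIPBL with H3K27ac (0.0476), NIPBL with CTCF (0.0476) and PolII with CTCF (-0.0238) reversed, and RAD21 with H3K27ac (0.905) newly passed. The marks shared 1.86%, 0.795% and 4.08% at 72, 96 and 120 h, and H3K27me3 covered 5.34% of the posterior segment at 96 h. RAD21 sites were 49 in wt alone and 366 in Del(CBS1) alone, H3K27me3 genes past the gap 14, the CDX2 motif share at 96 h 29.3%, and CDX2 regions in HoxD 0 at 96 h and 0 at 120 h, by construction of lists shortened to 147 regions, while 7 gene lists passed.

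With coding spans extended by 5 kb the H3K27ac posterior rho reversed to 0.483, and the PolII central segment (0.929) and NIPBL anterior (0.833), central (0.830) and posterior (0.814) segments newly passed. No gene (0) had an H3K27ac onset, H3K27me3 covered 13.9% and 8.17% of the posterior segment at 120 h and 144 h, and the genes past the gap were 0 and 0 in Del(CBS1-2) and 0 for H3K27me3. With all RAD21 regions kept, the central rho reversed to -0.0238 and the posterior one to 0.0952. In the cell_line libraries alone, which lack 168 h, the RAD21 anterior rho was 0.893 (newly passing), the CBS2 share 0.679 and the CBS8 share 0.821 (no longer passing) and the CBS6 share -0.429 (reversed). Onset at 25% was reached by 3 genes for H3K27ac, 1 for PolII and 1 for NIPBL, onset that need not persist by 1 for NIPBL, and onset at any coverage by 6, 6 and 6. With summits within 200 bp, RAD21 with H3K27ac newly passed (0.881) and PolII with CTCF reversed (-0.190).

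A gap of 10 points passed 26 and 51 genes in Del(CBS1), 60 and 121 in Del(CBS1-2) and 70 for H3K27me3, and one of 50 points passed 0, 0 and 1 in the last 3, by construction. Adding the unnumbered wt library left 0, 2 and 3 of these. With the replicate number as a block, RAD21 sites were 46 and 1579 (paired libraries only), and genes past the gap 4 and 10 in Del(CBS1-2) and 12 for H3K27me3. The numbers do not pair the samples on the evidence of 2 pairs, where replicate differences in mutant and wt correlated, in the 5 comparisons of histone marks, at -0.000333, 0.0918, -0.0629, -0.0708 and 0.172. Leaving out 1 library gave 31 to 188 RAD21 sites in wt alone and 1022 to 2088 in Del(CBS1) alone, 0 to 1 and 0 to 6 genes in Del(CBS1), 3 to 11 and 8 to 24 in Del(CBS1-2) and 9 to 84 for H3K27me3, where fewer libraries had to pass. For the CBS6 share it gave a rho of -0.357 to 0.393, reversed without 144 h replicate 1 (-0.0238) or the 168 h library (-0.357), and for the CBS8 share 0.786 to 1, no longer passing without the 168 h library (0.786).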

Other observations

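The overlap of CDX2 with cohesin was measured after seeing the CDX2 and RAD21 results. CDX2 regions away from CTCF sites coincided with RAD21 regions found in at least 3 of the 16 wt lists far more often than shifted regions did. At 96 h 42.6% of them (1713 of 4025) overlapped such a region, against 1.36% after shifts of 100 kb, and at 120 h 46.7% (960 of 2056) against 1.34%. At 72 h the share was 85.5% of only 76 regions (65), against 0.676%. The 72 h list had few CDX-like motifs, at 6.12% of summits (2.84 to 11.3) against 2.72% of flanks. Its overlap may therefore not reflect CDX2 binding.

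In HoxD, 4 of the 5 CDX2 regions of 96 h and all 4 of 120 h overlapped a recurrent RAD21 region away from CTCF, and 5 of the 9 recurrent RAD21 regions overlapped CDX2. They lay upstream of Hoxd4, between Hoxd4 and Hoxd3, and next to Hoxd3. The CDX2 region between Hoxd9 and Hoxd8 did not overlap one. Windows of the paralogous genes Cdx1 and Cdx4 held CDX2 regions at 96 h. Whether CDX2 places cohesin at these positions, or both are found where chromatin is open, was not tested.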
